A study of Mus musculus with 10 samples. Its data were reported in "Interleukin 2 modulates thymic-derived regulatory T cell epigenetic landscape" (2018).

How the data were processed

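Gene expression was measured on microarrays in CD4+ T cells sorted from the lymph nodes of female mice aged 6 to 8 weeks. The mice carried a red fluorescent protein (RFP) reporter of Foxp3, the transcription factor that marks regulatory T (Treg) cells, so that RFP-positive Treg cells and RFP-negative conventional T (Tconv) cells could be separated by flow cytometry. Mice of the Il2ramut/mut line, which carry a point mutation in the gene of the IL-2 receptor alpha chain CD25, were compared with wild type (WT) mice. Per the labels, total RNA of 50000 cells was amplified, labelled with biotin and hybridized to an Affymetrix Mouse Transcriptome Array 1.0 Pico. The labels gave each of the 10 arrays a genotype, a cell type and a replicate number, with 3 arrays for each Treg group and 2 for each Tconv group. The design text speaks of 2 or 3 mice per genotype and the paper draws each array as a mouse, so the arrays of a group were treated as separate animals. Whether a Treg and a Tconv array with the same number came from the same mouse is not given in the sources used here. The paper's methods add that Tconv cells were sorted as naive cells (CD62L high, CD44 low, CD25 negative), which the labels do not state.

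The authors preprocessed and normalized the scanner data in Affymetrix Expression Console 1.4.1.46 and compared groups in Transcriptome Analysis Console 3.1.0.5, according to the submitters' processing notes and the paper's methods. The deposited table held 1 log2 signal per probe set and array. The log base was inferred from the range of the values, which reached 19.86, and from the software named, because no source states it. The summarisation and normalization method within the software and the genome build are not given in the sources used here, and no coordinates are printed for that reason. A higher signal was read as more RNA, since genes of Treg cells were high on Treg arrays.

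The table had 72688 probe sets, of which 6732 controls were left out and 65956 transcript probe sets were tested. By the platform annotation, 31258 of these named 1 gene, 1492 named several genes and 33206 named none. Gene symbols were updated through a RefSeq table of another, possibly different build, in which 31256 of the named probe sets had an entry, leaving 30702 genes. No gene was named from a probe set that lists several, and Foxp3 and Gata3 were among the genes not reported for that reason. The background level of an array was the 95th percentile of its 23 antigenomic control probe sets, whose sequences match no mouse transcript. Where every array of a group lay at or below that level, the fold was given as a bound ("at least N-fold"), the mean of the brighter group against the mean of, for each dim array, the higher of its background level and its own signal. No fold was given where both groups were at background. Signals of different probe sets were not set against each other.

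Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings), with 1 mean for each of the 4 groups over all 10 arrays. Contrasts were Il2ramut/mut against WT in Treg cells and in Tconv cells, the difference between those effects (the interaction), and Treg against Tconv cells within each genotype. The fit had 6 residual and 3.54 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over the 65956 probe sets, and a probe set was called at an adjusted p under 0.05. The study's own criterion was run beside it on the arrays of the groups compared: a fold of at least 1.5 and an unadjusted p of at most 0.01. The methods name an unpaired one-way ANOVA for the arrays, which for a pair of groups is the equal-variance t-test, and it is called the methods' t-test here.

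For gene lists, each gene was represented by its probe set with the highest mean. The 28 lists covered Treg identity, effector Treg cells, resting and naive T cells, proliferation, replication histones, targets of IL-2 and STAT5, common gamma chain receptors, chemokine receptors and homing, integrins with adhesion and cytoskeleton, costimulatory and inhibitory receptors, effector cytokines, lineage transcription factors, glycolysis, cholesterol synthesis, chromatin modifiers, interferon-stimulated genes, early response genes of T cell receptor signaling, stress and dissociation, and housekeeping. They also covered markers of B cells, myeloid cells, natural killer (NK) and innate lymphoid cells, CD8 T cells, gamma delta T cells, erythroid cells and stroma, together with genes the study's text names and a panel of proteins the study measured in spleen. Each list was tested with camera at its preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the 28 lists of a contrast.

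The lists, the contrasts, the tests, most alternatives and the rule for named genes were set before the data were examined. The effector Treg, naive, proliferation and integrin lists hold some genes that the study also lists from these samples. For each contrast the rule named Il2ra, Foxp3 and Ikzf2; up to 10 genes in each direction with the largest called change and no overlap between arrays; up to 4 members of each list with the smallest p; and the genes of both study lists. Genes known only by a model identifier were passed over, and where fewer than 5 passed in a direction, the genes of lowest p were named as not passing. Alternatives were quantile normalization, centring on array medians, leaving out dim, unnamed or repeated probe sets, a trended robust variance, array weights, the replicate number as a block, fits on the groups compared alone, the methods' t-test after adjustment, and leaving out each array in turn.

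The procedure was tested on simulated data with the spread of the real arrays. In the Treg genotype comparison limma recovered 41.8% of 1.5-fold, 89.6% of 2-fold and 98.5% of 4-fold changes, and in the Tconv genotype comparison 14.9%, 71.6% and 98.5%. Beside these it called 10 and 9 unchanged probe sets. A simulated shift of 30 genes by 0.5 (log2) was found by camera, and 0 of 100 unchanged lists were called. The simulated noise was independent between probe sets, so this does not test false list calls among correlated genes. Array data carry no count of molecules, and the number of arrays limits the precision. Plots were drawn with matplotlib 3.10.9.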

Results

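The arrays covered 4 groups of sorted lymph node CD4+ T cells: 3 arrays each of WT and Il2ramut/mut Treg cells, and 2 each of WT and Il2ramut/mut Tconv cells. The series asks how a weaker response to IL-2, the cytokine that maintains Treg cells, alters expression in either cell type. Array medians ran from 4.97 to 5.13 on the log2 scale, and 40.3% to 51.3% of transcript probe sets lay above an array's background level. The lowest correlation between arrays of a group, taken across probe sets, was 0.995, and Treg against Tconv arrays correlated at 0.977 to 0.982. The first principal component of the 6596 most variable probe sets held 80.6% of the variance and separated Treg arrays (42.3 to 53.6) from Tconv arrays (-73.5 to -68.9). The second held 4.63% and separated WT Treg arrays (17.3 to 19.2) from Il2ramut/mut Treg arrays (-18.2 to -15.4), with the 4 Tconv arrays in between. The small number of arrays limits the precision of every value below.

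**Figure D1:**
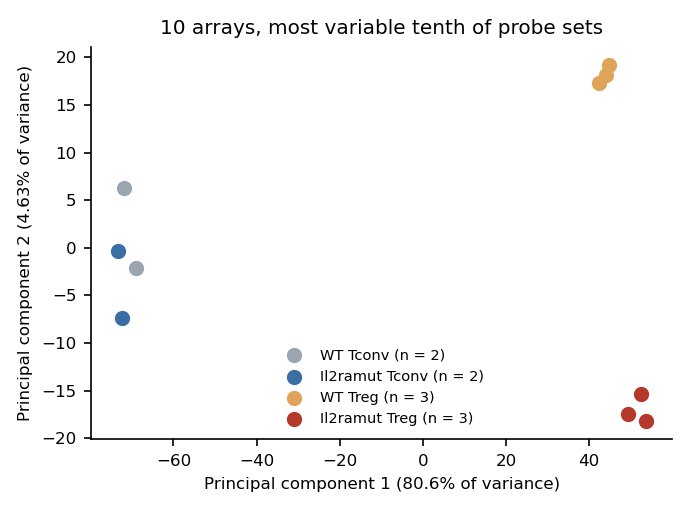
Each point is 1 of the 10 arrays, placed by its scores on the first (80.6% of variance) and second (4.63%) principal components of the 6596 most variable probe sets. Treg arrays of both genotypes are separated on the second axis, while Tconv arrays lie between -7.41 and 6.30.

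In Treg cells, genes of effector Treg cells and of the cell cycle were higher in Il2ramut/mut than in WT mice, and genes of resting T cells were lower. The resting list passed at the preset correlation alone (adjusted p = 0.0753 with an estimated correlation). Gzmb (TC1400002120.mm.1), which encodes the protease granzyme B, rose from 7.15 ± 0.14 to 10.29 ± 0.039 (log2, SD, n = 3 each), a change of 3.14 ± 0.11 (SE) or 8.82-fold (adjusted p = 1.41e-05). Klrg1 (TC0600003062.mm.1), an inhibitory receptor of antigen-experienced lymphocytes, rose by 2.32 ± 0.20, from 8.58 ± 0.29 to 10.90 ± 0.34 (adjusted p = 0.0041). Cd80 (TC1600000553.mm.1), a ligand of CD28 and CTLA-4, rose 3.63-fold, from 7.88 ± 0.043 to 9.73 ± 0.22 (adjusted p = 0.000922). The largest fall among genes with a known name was that of Dscam, a cell adhesion molecule, which dropped by 1.49 ± 0.16 (adjusted p = 0.00919). Il2ra itself was at 14.98 in WT and 15.23 in Il2ramut/mut Treg cells (difference 0.25 ± 0.080, adjusted p = 0.325). The line carries a point mutation, so its transcript level does not check the labels.

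Limma called 246 of 65956 probe sets (0.373%) in this comparison, 113 higher and 133 lower in Il2ramut/mut Treg cells. The majority turned with quantile normalization (125 higher, 100 lower) and on probe sets naming 1 gene (154 higher, 39.6% lower). At an unadjusted p under 0.05 there were 6519, and the methods' test with the same adjustment called 0. Among called probe sets that name exactly 1 gene 88 were higher and 57 lower, and among those that name several 2 were higher and 35 lower. Of the lower calls, 63 (47.4%) carried chromosome 14 identifiers and only model names, such as gene numbers without a symbol, and 33 of those listed several genes. They fell together, with differences from -1.17 to -0.73 and a median of -0.96. Their mean signal was 11.75 ± 0.15 in WT and 10.79 ± 0.15 in Il2ramut/mut Treg cells, and 6.68 ± 0.072 and 6.55 ± 0.098 in the corresponding Tconv cells. Without any probe set of a chromosome 14 identifier, 113 were called, 72 higher and 41 lower. Of the 133 lower calls 70 carried such an identifier, so lower calls elsewhere were lost too. Those calls passed only with the chromosome 14 probe sets in the joint fit and adjustment. The count also rested on single arrays: it was 154, 38 and 59 without WT Treg replicates 1, 2 and 3, and 104, 166 and 68 without Il2ramut/mut Treg replicates 1, 2 and 3.

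**Figure D2:**
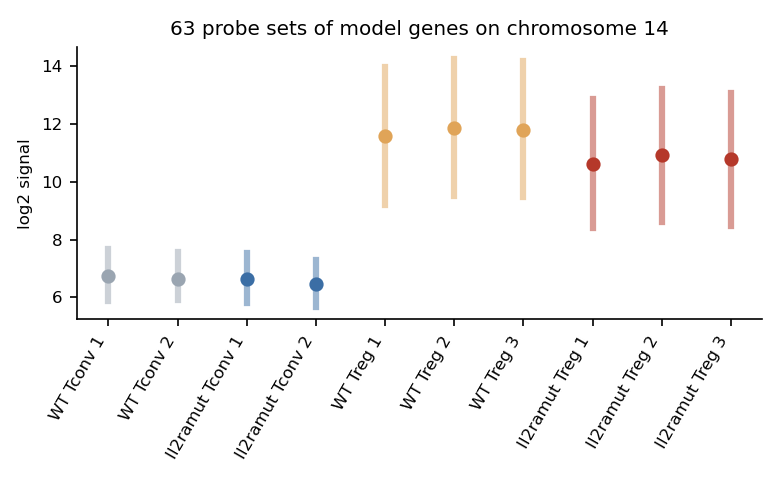
Dots give the mean log2 signal, and bars the range between the quartiles, of the 63 model-name probe sets on each array. The 3 Il2ramut/mut Treg arrays lie below the 3 WT Treg arrays (group means 10.79 and 11.75), and all Tconv arrays lie lower still.

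Effector Treg genes rose as a list (camera adjusted p = 7.22e-27, and adjusted p = 0.0012 with an estimated correlation). Klrg1, Tigit, Ccr4, Prdm1 and Irf4 of this list are also named in the study's text, chosen on these samples. The list's test is therefore not fully independent evidence. Of 24 effector Treg genes measured, 9 rose and 0 fell over all probe sets, or 18 and 0 adjusted over the list alone, with a median difference of 0.80. Besides Gzmb and Klrg1, they included Fgl2, a secreted mediator of suppression (2.08 ± 0.18, adjusted p = 0.0041), and Il10, an anti-inflammatory cytokine (1.63 ± 0.24, adjusted p = 0.0297). Prdm1, which encodes the repressor Blimp-1, rose by 0.87 ± 0.11 (adjusted p = 0.016), and Tigit, an inhibitory receptor, by 1.01 ± 0.17 (adjusted p = 0.0462). Anxa2 and the transcription factor gene Maf rose by 1.06 and 0.72. Of 18 Treg identity genes 1 rose and 0 fell, or 7 and 0 adjusted over the list alone, and the list shifted up by a median of 0.23 (adjusted p = 4.15e-06, and adjusted p = 0.0412 with an estimated correlation). The member that passed was Swap70 (0.53 ± 0.088, adjusted p = 0.0477), an actin-binding signaling protein. Its call was lost whichever Treg array was left out. Ikzf2, which encodes the Treg transcription factor Helios, differed by 0.41 (adjusted p = 0.199) and Itgae, the CD103 integrin gene, by 0.79 (adjusted p = 0.0848).

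Cell cycle genes rose as well. Of 38 proliferation genes 7 rose and 0 fell, or 24 and 0 adjusted over the list alone, with a median of 0.52 (adjusted p = 5.39e-31, and adjusted p = 0.0361 with an estimated correlation). Mki67, the gene of the Ki-67 antigen of dividing cells, rose from 9.08 ± 0.39 to 10.74 ± 0.37 (adjusted p = 0.0172), and the mitotic genes Ccnb2 and Ncapg rose by 0.96 and 0.86. Prc1, a gene of cytokinesis, rose by 0.80 and was above background on 2 of 3 WT arrays. Replication histones shifted up by a median of 0.15 (adjusted p = 0.00061, and adjusted p = 0.0491 with an estimated correlation). Of 13 measured, 1 rose, also adjusted over the list alone, and 0 fell. That gene, H1f5 (adjusted p = 0.00515), was above background on no Treg array, so no fold is given.

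Genes of resting and naive T cells fell: 4 of 20 fell and 0 rose, or 10 and 0 adjusted over the list alone, with a median of -0.38 (adjusted p = 3.92e-13, but adjusted p = 0.0753 with an estimated correlation). Tgfbr3, a coreceptor for TGF-beta, and St8sia1, a sialyltransferase gene, fell by 1.30 ± 0.16 and 1.30 ± 0.15 (adjusted p = 0.0134 and 0.0119). Igfbp4 and Actn1 fell by 1.11 ± 0.15 and 0.95 ± 0.12. Outside the lists, the fallen genes included Gpm6b, Setbp1 and Il1r2, the last a decoy receptor for IL-1, which fell by 1.24, 1.12 and 1.05. The zinc transporter gene Slc30a4 and the sodium pump gene Atp1b1 fell by 1.12 and 1.30. Higher genes outside the lists were Car5b, a mitochondrial carbonic anhydrase gene (2.59 ± 0.20, adjusted p = 0.00245), Frmd5 (2.57 ± 0.22, adjusted p = 0.0041), Tmem273 (1.98) and Daw1 (at least 1.74-fold, adjusted p = 0.0243).

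**Figure D3:**
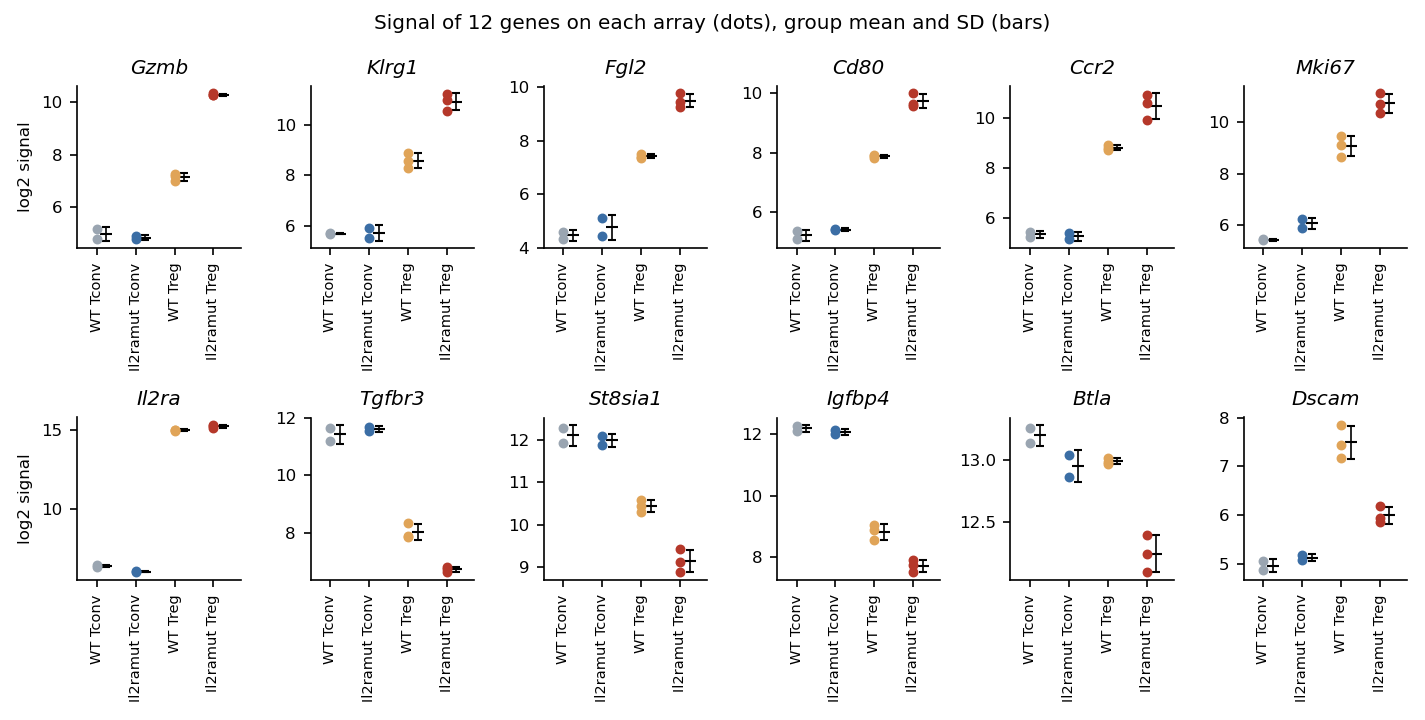
Each dot is the log2 signal of a gene on 1 array, and the bars beside the dots give the group mean and SD (n = 2 for Tconv and n = 3 for Treg groups). Gzmb, Klrg1, Fgl2, Cd80, Ccr2 and Mki67 were higher and Tgfbr3, St8sia1, Igfbp4, Btla and Dscam lower in Il2ramut/mut than in WT Treg cells, while Il2ra was at 15.23 and 14.98.

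Receptor and adhesion lists held genes that moved both ways. Of 24 costimulatory and inhibitory receptors, 4 rose (Klrg1, Cd80, Tigit and Cd200r1) and 1, Btla, fell by 0.75 ± 0.097 (adjusted p = 0.0152). Klrg1, Cd80, Tigit and Btla are also among the genes that the study's text names. Adjusted over the list alone there were 8 and 3, and the list's shift (median 0.094, adjusted p = 0.00161) had an adjusted p = 0.0916 with an estimated correlation. Among 19 chemokine and homing receptors Ccr2, the receptor of CCL2, rose by 1.66 ± 0.21 (adjusted p = 0.0152) and Ccr3 by at least 1.98-fold (adjusted p = 0.0462), and 0 fell. Adjusted over the list alone 5 rose and 3 fell, and the shift (median 0.23, adjusted p = 0.00346) had an adjusted p = 0.0913 with an estimated correlation. Of 29 integrin, adhesion and cytoskeleton genes Lamc1, a laminin chain gene, and Myo1f, a myosin gene, rose by 1.35 ± 0.090 and 1.28 ± 0.096, while Actn1 and Cnn3 fell. Adjusted over the list alone 7 rose and 2 fell. The list's shift (median 0.081, adjusted p = 0.0372, but adjusted p = 0.423 with an estimated correlation) was also lost without WT Treg replicates 2 (0.111) and 3 (0.0747) and Il2ramut/mut Treg replicates 1 (0.104) and 3 (0.069), and on the Treg arrays alone (0.0844).

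Of 19 lineage transcription factor genes, Ahr, Prdm1 and Maf rose and 0 fell, or 6 and 0 adjusted over the list alone (median 0.013, adjusted p = 0.00224, but adjusted p = 0.0703 with an estimated correlation). Of 25 IL-2 and STAT5 targets, Gzmb and Il10 rose and 0 fell, or 7 and 2 adjusted over the list alone. This list's median was -0.041 while its mean was 0.22 and its test pointed up (adjusted p = 0.0322, but adjusted p = 0.312 with an estimated correlation). Its call was lost without WT Treg replicates 2 (adjusted p = 0.111) and 3 (0.0876) and Il2ramut/mut Treg replicate 1 (0.127). Cholesterol synthesis genes were positive in 16 of 17 with 0 called, also adjusted over the list alone (median 0.19, adjusted p = 0.000239, but adjusted p = 0.412 with an estimated correlation). The polycomb gene Scmh1 fell by 0.99, a call lost whichever Treg array was left out. Of 33 chromatin modifier genes it alone was called, and 1 rose and 3 fell adjusted over the list alone. Their shift (median -0.094, adjusted p = 0.0469, but adjusted p = 0.594 with an estimated correlation) was lost without WT Treg replicate 1 (0.463) and Il2ramut/mut Treg replicates 2 (0.125) and 3 (0.0605), under quantile normalization (0.596), with the replicate block (0.0589) and with the median of a gene's probe sets (0.0505). Interferon-stimulated genes were negative in 18 of 20 with 0 called, also adjusted over the list alone (median -0.16, adjusted p = 0.0179, but adjusted p = 0.595 with an estimated correlation), and the call was lost without WT Treg replicate 3 (0.653) and Il2ramut/mut Treg replicate 2 (0.859, median 0.0060).

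The other lists did not pass in Treg cells in the fit over all arrays. Adjusted p was 0.857 for 10 common gamma chain receptors (median -0.011, mean 0.048), 0.273 for 16 glycolysis genes, 0.662 for 19 early response genes, 0.735 for 10 stress genes and 0.9 for 8 housekeeping genes. Among 20 effector cytokine genes Il10 alone rose over all probe sets and adjusted over the list alone, and the list gave an adjusted p of 0.748 (median -0.054, mean 0.0033). Markers of other cells gave 0.735 for 15 B cell genes, 0.273 for 18 myeloid genes, 0.0672 for 2 CD8 genes, 0.735 for 5 gamma delta T cell genes (median -0.011, mean 0.19), 0.735 for 2 erythroid genes and 0.0939 for 10 stroma genes. Of 12 NK and innate lymphoid markers 1 rose, or 2 adjusted over the list alone, with an adjusted p of 0.0703 for the list. That gene was Il17rb, the receptor gene for IL-25 (1.59 ± 0.24, adjusted p = 0.0301). Adjusted over their list alone, 2 gamma chain receptor genes were higher and 2 lower, 1 gene each was lower in the glycolysis, B cell, CD8 and stroma lists, 1 gamma delta gene was higher, and 0 passed in the early response, stress, myeloid, erythroid and housekeeping lists. By limma, 0 genes of these lists other than Il10 and Il17rb passed over all probe sets. Some lists passed under alternatives: CD8 markers, downward, without WT Treg replicate 2 (adjusted p = 0.0394) and Il2ramut/mut Treg replicates 1 (0.0464) and 2 (0.0489) and with the replicate block (0.046), stroma markers, downward, without WT Treg replicate 3 (0.0358) and under quantile normalization (0.0231), and NK and innate lymphoid markers, upward, without WT Treg replicate 1 (0.0252) and Il2ramut/mut Treg replicate 1 (0.0111).

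The genes named in the study's text were chosen by the study on these samples, so their direction is not independent evidence. Of 8 measured, 4 rose (Klrg1, Tigit, Cd80 and Prdm1) and 2, Btla and the zinc finger gene Dzip1, fell, and adjusted over the list alone there were 6 and 2. The list gave an adjusted p = 1.5e-05, and an adjusted p = 0.0361 with an estimated correlation. Ccr4, a homing receptor, differed by 1.20 ± 0.20 (adjusted p = 0.0516) and Irf4, a transcription factor gene, by 0.55 (adjusted p = 0.194). In the panel of proteins measured in spleen, 1 of 8 transcripts (Mki67) rose, or 4 with 1 lower adjusted over the list alone (median 0.42, adjusted p = 3.89e-05, and adjusted p = 0.0361 with an estimated correlation). Ctla4, Icos and Il7r differed by 0.43, 0.54 and 0.47 (adjusted p = 0.27, 0.0637 and 0.528), Tnfrsf18 by 0.20 (adjusted p = 0.531) and Il15ra by -0.25 (adjusted p = 0.399).

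Of the 40 called genes named for Treg cells, 13 stayed called without any 1 of the 6 Treg arrays and in every limma alternative run: Gzmb, Car5b, Frmd5, Klrg1, Fgl2, Cd80, Lamc1, Myo1f, Cd200r1, H1f5, Setbp1, Gpm6b and Dscam. The other 27 were lost without at least 1 array, with a highest adjusted p between 0.0551 and 0.175 for each. Of these, 7 were lost whichever Treg array was left out: Ahr, Atp1b1, Cnn3, Maf, Scmh1, Swap70 and Tigit. The number lost was 17, 27 and 21 without WT Treg replicates 1, 2 and 3, and 17, 10 and 21 without Il2ramut/mut Treg replicates 1, 2 and 3. At the study's criterion, 386 probe sets passed in Treg cells (0.585%), 163 higher and 223 lower, and 89 of the lower carried chromosome 14 identifiers. Under quantile normalization the lower share moved from 57.8% to 45.2%, with 201 higher and 166 lower. The count was 217 and 223 without WT Treg replicates 2 and 3, and 244 without Il2ramut/mut Treg replicate 3. These are counts of probe sets, not of genes. Counted as genes over probe sets that name exactly 1, 111 were higher and 84 lower on all 6 Treg arrays, so the majority turned. After Benjamini-Hochberg adjustment 0 passed the methods' test, with 1582 at an unadjusted p of at most 0.01 and 246 by limma.

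In Tconv cells few differences passed. Limma called 2 probe sets of 65956, both higher in Il2ramut/mut cells and both without a gene name: TC0900001546.mm.1, above background on 0 of 2 WT arrays, rose by at least 2.52-fold, and TC1000002261.mm.1 by 2.07 ± 0.19, from 10.86 to 12.93 on the log2 scale (n = 2 each, adjusted p = 0.0344 for both). They were named after their values were seen. The count was 4 and 0 without WT Tconv replicates 1 and 2, and 1 and 0 without Il2ramut/mut Tconv replicates 1 and 2. At an unadjusted p under 0.05 there were 4674. The study's criterion gave 69 probe sets (0.105%), 48 higher and 21 lower, of which 0 passed the methods' test after adjustment.

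None of the 109 genes named for Tconv cells passed limma's test. Those of lowest p were higher for Dusp1 (2.79 ± 0.36, adjusted p = 0.149), a phosphatase gene, Jun (1.81 ± 0.21, adjusted p = 0.149) and Fos (at least 1.495-fold, adjusted p = 0.149), which form the AP-1 factor, Cxcr4 (3.22 ± 0.48, adjusted p = 0.195), a chemokine receptor, and Coro2a (0.96, adjusted p = 0.157). They were lower for Pim2 (-0.95), BC147527 (-0.87), Gbp3 (-0.80), AW011738 (-0.70) and Irf9 (-0.64), with adjusted p from 0.157 to 0.387. Il2ra was at 6.43 in WT and 6.07 in Il2ramut/mut Tconv cells (adjusted p = 0.505), and Ikzf2 differed by -0.24 (adjusted p = 0.769). Klrg1, Cd80 and Mki67 differed by 0.02, 0.19 and 0.63 (adjusted p = 0.995, 0.856 and 0.694).

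As groups, 2 of the 28 lists passed in Tconv cells at the preset correlation, and 0 with an estimated one. Interferon-stimulated genes, which encode antiviral proteins, were negative in 20 of 20 (median -0.58, adjusted p = 1.87e-16, but adjusted p = 0.323 with an estimated correlation), with 0 called over all probe sets and 11 lower adjusted over the list alone. Oas2, Rtp4 and Ifit3 differed by -1.50, -1.46 and -1.01 (adjusted p = 0.474, 0.485 and 0.396). Early response genes were positive in 13 of 19 (median 0.12, adjusted p = 2.53e-06, but adjusted p = 0.323 with an estimated correlation), with 0 called over all and 5 higher adjusted over the list alone. The lowest adjusted p of the other 26 lists was 0.0854, for stress and dissociation genes. Without WT Tconv replicate 1, 6 lists passed, with replication histones (adjusted p = 0.043), glycolysis (0.00344), chromatin modifiers (0.0406) and stress genes (0.0187) added. Cholesterol synthesis passed without WT Tconv replicate 2 (0.0321), and glycolysis (0.0274) and stress genes (0.0261) under quantile normalization. Effector Treg, proliferation and naive T cell genes had medians of -0.0086, 0.024 and -0.012 (adjusted p = 0.886, 0.508 and 0.977), and the means of naive and effector genes were 0.015 and -0.0080, with both tests pointing up.

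**Figure D4:**
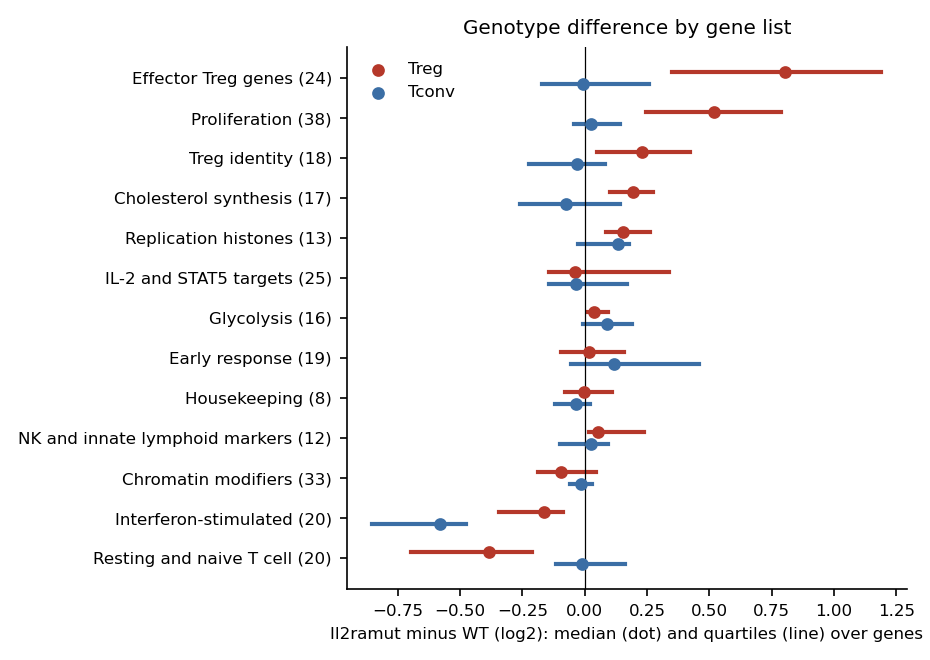
Dots give the median and lines the quartiles of the Il2ramut/mut minus WT difference (log2) over the measured genes of 13 lists (number of genes in brackets), in Treg and in Tconv cells. Effector Treg (0.80), proliferation (0.52) and naive T cell genes (-0.38) lie away from 0 in Treg cells, and interferon-stimulated genes (-0.58) in Tconv cells.

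By the paper's methods Tconv cells were gated as naive, while no such gate is described for Treg cells. A genotype shift toward effector or dividing cells would thus be largely gated out of the Tconv arrays. Effector, proliferation and naive genes can differ between both genotype effects for that reason alone. The test of the difference between these effects therefore compared Treg and Tconv cells as sorted. It called 1 probe set, Gzmb, with an estimate of 3.28 ± 0.18 (log2; adjusted p = 0.000681, and at most 0.0125 without any 1 array). Gzmb was above background on 1 of 2 WT and 0 of 2 Il2ramut/mut Tconv arrays, so no Tconv change was measured and the estimate rests on the rise in Treg cells. At an unadjusted p under 0.05 there were 4301. The count was 3 without WT Tconv replicate 1, 3 without Il2ramut/mut Tconv replicate 1, and 2 without Il2ramut/mut Treg replicates 1 or 2. Cd80 (above background on 1 of 2 WT Tconv arrays), Car5b and Itm2b differed by 1.67, 2.68 and 1.19 (adjusted p = 0.0786 for each), Klrg1 by 2.30 and Gk5 (above background on 2 of 3 Il2ramut/mut Treg arrays) by -0.91 (adjusted p = 0.117), Dzip1 by -0.95 (adjusted p = 0.148), and Tgfbr3 and Rgs1 by -1.49 and -1.19 (adjusted p = 0.217). No value is given for Lamc1 and Dscam, which were at background in 1 or both Tconv groups. Of the 28 lists 12 differed between the cell types at the preset correlation, 10 upward and 2 downward. Only effector Treg genes did so with an estimated correlation (median 0.88, adjusted p = 7.98e-20, and adjusted p = 0.00278 with an estimated correlation). Under alternatives 4 further lists passed. Integrin genes did so without WT Tconv replicate 2 (adjusted p = 0.00165), Il2ramut/mut Tconv replicate 2 (0.041), WT Treg replicate 1 (0.00357) or Il2ramut/mut Treg replicate 2 (0.0239) and under quantile normalization (0.0152). The spleen panel did so without Il2ramut/mut Tconv replicate 2 (0.0456), WT Treg replicate 1 (0.0221) or Il2ramut/mut Treg replicate 2 (0.0168) and under quantile normalization (0.0208). Chromatin modifiers did so without WT Tconv replicate 1 (0.000951), Il2ramut/mut Tconv replicate 1 (0.00398) or WT Treg replicate 2 (0.0428), and stroma markers without WT Tconv replicate 2 (0.00899) or WT Treg replicate 3 (0.0463).

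Treg and Tconv cells of WT mice differed in their defining genes. Il2ra, which encodes CD25, was 374-fold higher in Treg cells, at 14.98 against 6.43 (8.55 ± 0.089, adjusted p = 1.02e-10), and Ikzf2 was 246-fold higher (7.94 ± 0.12, adjusted p = 1.36e-09). Lrrc32, the receptor that presents latent TGF-beta, was at least 86.9-fold higher, Tigit at least 93.2-fold, Ccr4 at least 70.1-fold and Il1r2 at least 67.5-fold. Il2rb, Itgae, Ctla4 and Rgs1 were higher by 7.64, 7.63, 7.51 and 6.82. Lower in Treg cells were Pde3b, a phosphodiesterase gene (-6.72 ± 0.17, adjusted p = 1.11e-08), Dapl1 (-5.23), Vipr1 (-4.68), Lypd6b (-4.66), Mctp2 (-4.15) and Themis (-3.50), and Klrd1, an NK receptor gene, was at least 33.3-fold lower. Atp8b4 (-6.43) was above background on 2 of 3 Treg arrays. By the paper's methods the Tconv cells were sorted as naive (CD62L high, CD44 low, CD25 negative), which bears on Il2ra and on Cd44 (2.69). No naive gate is described there for Treg cells. The effector, naive, proliferation, homing and receptor lists below therefore compare all Treg cells with naive Tconv cells, and differences of activation state are not separated from those of cell type.

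Limma called 5206 probe sets (7.89%) between the WT cell types, 2882 higher and 2324 lower in Treg cells. With arrays centred on their medians the split was 3255 and 1533, a lower share of 32.0% in place of 44.6%. All 18 measured Treg identity genes were higher, also adjusted over the list alone (median 4.30, adjusted p = 1.96e-49, and adjusted p = 0.000292 with an estimated correlation), and 22 of 24 effector Treg genes (23 adjusted over the list alone, median 2.92, adjusted p = 1.16e-42, and adjusted p = 0.000292 with an estimated correlation). Costimulatory and inhibitory receptors were higher for 18 and lower for 1 of 24 (19 and 2 adjusted over the list alone, adjusted p = 0.00138 with an estimated correlation), and IL-2 and STAT5 targets for 16 and 2 of 25 (19 and 2 adjusted over the list alone, adjusted p = 0.00481 with an estimated correlation). Resting and naive genes were lower for 16 of 20 and higher for 1, also adjusted over the list alone (median -1.05, adjusted p = 2.35e-13, but adjusted p = 0.0509 with an estimated correlation). Proliferation genes were higher for 14 and lower for 1 of 38 (19 and 1 adjusted over the list alone, adjusted p = 2.69e-13, but adjusted p = 0.0603 with an estimated correlation). Of the 28 lists 19 passed, 11 of them with an estimated correlation, which besides those named were gamma chain receptors, chemokine receptors, lineage factors, early response genes, stress genes and both study lists. Interferon-stimulated genes (median -0.63, adjusted p = 0.0045, but adjusted p = 0.494 with an estimated correlation) were lost without WT Tconv replicate 1 (0.0908). Of 88 called genes named for this comparison, 78 stayed called without any 1 of its 5 arrays. The number lost was 5 and 9 without WT Tconv replicates 1 and 2, and 6 without each WT Treg array.

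In Il2ramut/mut mice, genes such as Il2ra and Ikzf2 were again higher in Treg than in Tconv cells. Il2ra was 573-fold higher in Treg cells (9.16 ± 0.089, adjusted p = 5.25e-11), Ikzf2 was higher by 8.60, Itgae by 8.41, Ctla4 by 7.58, Il2rb by 7.42 and Maf by 6.92. Tigit was at least 166.5-fold, Ccr4 at least 142.4-fold and Lrrc32 at least 77.5-fold higher. Pde3b, Dapl1, Lypd6b, Tgfbr3 and Igfbp4 were lower by log2 differences of -7.78, -6.13, -5.09, -4.89 and -4.38. Limma called 7483 probe sets (11.3%), 3582 higher and 3901 lower, and with arrays centred on their medians 4059 and 2580, a lower share of 38.9% in place of 52.1%. The count was 4982 without Il2ramut/mut Tconv replicate 1. Treg identity genes were higher for 18 of 18 (median 4.33), effector Treg genes for 23 of 24 (median 4.12) and proliferation genes for 29 of 38 (median 0.87), or 18, 23 and 33 adjusted over the list alone, and resting and naive genes were lower for 16 of 20, or 17 (median -1.58). Their adjusted p was 0.000398, 0.000291, 0.0262 and 0.0434 with an estimated correlation. Of the 28 lists 18 passed, 11 of them with an estimated correlation. The interferon-stimulated list gave an adjusted p of 0.807. Of 87 genes named here 76 were called, and 69 stayed called without any 1 of the 5 arrays. The number lost was 6 and 5 without Il2ramut/mut Tconv replicates 1 and 2, and 3, 4 and 2 without Treg replicates 1, 2 and 3.

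Several lists passed between the cell types at the preset correlation alone. In WT mice integrin, adhesion and cytoskeleton genes were higher for 11 and lower for 5 of 29 (adjusted p = 1.48e-06, but adjusted p = 0.0603 with an estimated correlation), and glycolysis genes for 3 and 1 of 16 (adjusted p = 0.00028, but adjusted p = 0.0603 with an estimated correlation). Effector cytokine genes were higher for 4 of 20 (median -0.0011, mean 0.31, adjusted p = 0.0238, but adjusted p = 0.0649 with an estimated correlation). Gamma delta T cell markers (adjusted p = 0.0354, but adjusted p = 0.267 with an estimated correlation) were lost without WT Tconv replicate 1 (0.108) or WT Treg replicate 2 (0.0505). Replication histones (adjusted p = 0.0354, but adjusted p = 0.115 with an estimated correlation) were lost without WT Tconv replicate 2 (0.285) or WT Treg replicate 1 (0.109). In Il2ramut/mut mice the lists were integrin genes (adjusted p = 0.0635 with an estimated correlation), gamma chain receptors (adjusted p = 0.0928 with an estimated correlation), glycolysis genes (adjusted p = 0.144 with an estimated correlation), early response genes (adjusted p = 0.134 with an estimated correlation) and B cell markers (adjusted p = 0.093 with an estimated correlation). Effector cytokine genes (adjusted p = 0.0385, but adjusted p = 0.093 with an estimated correlation) were lost without Il2ramut/mut Tconv replicate 1 (0.0645) or Treg replicate 2 (0.0604). Housekeeping genes (adjusted p = 0.038, but adjusted p = 0.189 with an estimated correlation) were lost without Il2ramut/mut Tconv replicate 2 (0.0654) or Treg replicate 2 (0.0604), under quantile normalization (0.0608) and on the arrays of both groups alone (0.0502). Other lists passed under alternatives alone. In WT mice these were housekeeping genes without WT Tconv replicate 1 (adjusted p = 0.0405) or WT Treg replicate 2 (0.0499) and on the arrays of both groups alone (0.0498), and cholesterol synthesis without WT Tconv replicate 2 (0.0293). In Il2ramut/mut mice these were cholesterol synthesis without Il2ramut/mut Tconv replicate 1 (adjusted p = 0.0295) or Treg replicate 3 (0.014), and gamma delta T cell markers without Treg replicate 1 (0.0484) and on the arrays of both groups alone (0.0487).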

Values the study reported

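The study described the expression profiles of naive Tconv cells as almost the same in both genotypes. In Treg cells it counted 277 differentially expressed genes, 128 of them higher and 149 lower in Il2ramut/mut than in WT cells. The threshold was a change of at least 1.5 fold with a p-value of at most 0.01.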

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

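The tests on NK and innate lymphoid markers, on Treg identity genes, on the share of Tconv cells needed, on single arrays and on the range among Treg arrays were chosen after the results were seen, and the test on Tconv-enriched genes before.

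The genotype effect differed between Treg and Tconv cells for the following results in the test of the difference itself. Because Tconv cells were gated as naive by the paper's methods, differences in effector, proliferation and naive genes may come from the sort. Gzmb had an estimate of 3.28 on the log2 scale, which rests on Treg cells because Tconv signals were near background. Among the lists, the median difference was 0.88 for effector Treg genes and 0.877 for the genes named in the study's text, which the study chose on these samples. It was 0.437 for proliferation, 0.31 for Treg identity, 0.234 for costimulatory and inhibitory receptors, 0.142 for lineage factors, 0.292 for cholesterol synthesis, 0.15 for IL-2 and STAT5 targets, 0.0804 for replication histones, and -0.388 for naive T cell genes. For interferon-stimulated genes it was 0.432 and for early response genes -0.145. With an estimated correlation the adjusted p was 0.00278 for effector Treg genes, 0.0614 for the study's genes, proliferation, Treg identity, receptors and lineage factors, 0.145 for naive genes, 0.193 for histones, IL-2 and STAT5 targets and early response genes, 0.292 for interferon-stimulated genes and 0.402 for cholesterol synthesis. The cholesterol list was also lost without WT Tconv replicate 1 (adjusted p = 0.252) and Il2ramut/mut Tconv replicate 2 (0.0766), and the IL-2 and STAT5 targets without WT Tconv replicate 1 (0.0899). Replication histones were lost without WT Tconv replicate 1 (0.393), Il2ramut/mut Tconv replicate 1 (0.138), WT Treg replicate 2 (0.137) and Il2ramut/mut Treg replicate 1 (0.0852), under quantile normalization (0.0684) and with the replicate block (0.0561).

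Higher effector and cell cycle genes with lower naive genes in Il2ramut/mut Treg cells could come from cells of another type in a sort, but more Tconv cells among the WT Treg cells would lower every Treg gene there alike, while the upper quartile of the Treg identity genes was 0.423, below the effector median of 0.802, which argues against this for the higher genes. The 50 genes with the largest Tconv excess also fell, with a median of -0.343 against -0.383 for the naive list, but on the linear scale the naive genes would need a Tconv share of 4.93% (lower quartile; median 6.92%), while the 5 genes outside the list with the lowest Treg to Tconv ratio in WT mice, Pde3b and Atp8b4 among them, allowed at most 0.948% to 2.95%. This argues against Tconv cells as the source of the list's fall, except for single members that need 2.23% or less. NK or innate lymphoid cells in the Il2ramut/mut sort stay open, since their markers had an upper quartile of 0.236 but 4 of 12 were above background in WT Treg cells, 9 were positive and Il17rb rose, although enrichment of CD4+ T cells and the RFP gate should remove them. A larger share of effector cells among Il2ramut/mut Treg cells, or a change within each cell, remains as a hypothesis that bulk arrays do not separate. By antibody staining, the paper found markers such as KLRG1, TIGIT and CCR4 raised in only a minor part of the Treg cells. It proposes a distinct subpopulation rather than a change in all of them. In blood, though, the paper found a smaller proportion of CD44 high, CD62L low Treg cells in Il2ramut/mut than in WT mice. That goes against a larger share of this subset, but in another tissue than the lymph nodes arrayed here.

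Lower interferon-stimulated genes in Il2ramut/mut Tconv cells did not rest on 1 deviating array, since their median lay between -0.796 and -0.537 with any 1 Tconv array left out. Interferon exposure that differs between animals of 1 genotype may contribute: the list's mean ranged by 0.57 among Il2ramut/mut and by 0.511 among WT Treg arrays, against a mean Tconv difference of 0.714. The size of the early response rise depended on single arrays: its median of 0.118 lay between 0.0267 and 0.318 with 1 left out. Its direction did not, since the list's mean was 8.081 and 7.895 on WT and 8.344 and 8.43 on Il2ramut/mut Tconv arrays. The mean difference over its genes was 0.399. Handling time at the sort was not tested. An effect of the mutation is also open, with 2 arrays per group.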

How the results depend on the processing

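Leaving out chromosome 14 and crossing the replicate numbers were chosen after the data were seen, and the other alternatives before. No result changed direction past its threshold. The ranges below with 1 array left out cover every such fit, also those that moved a count by less than 1.5 times. Of the alternatives for which a count moved by over 1.5 times, the Treg genotype count of 246 was 380 with array weights (all 246 shared), 132 on the Treg arrays alone, 113 without chromosome 14 identifiers, 0 with the methods' t-test after adjustment, and 38 to 166 with 1 array left out. The Tconv count of 2 was 0 with median centring, array weights or only probe sets of 1 gene, 1 without dim probe sets and on the Tconv arrays alone, 0 with the methods' t-test after adjustment, and 0 to 4 with 1 array left out. The interaction count of 1 was 5 on probe sets of 1 gene, where fewer tests are adjusted for, and 1 to 3 with 1 array left out. The cell type count in Il2ramut/mut was 4744 on probe sets of 1 gene, where fewer were tested, and 4982 to 6381 with 1 array left out, and that in WT stayed within 1.5 times. At the study's criterion the Treg count of 386 was 781 with limma's p and 217 to 300 with 1 array left out, and the Tconv count of 69 was 532 with limma's p. Leaving out arrays leaves fewer samples, and 1 Tconv array alone is assumed to vary like the other groups. Otherwise the cause was not tested.

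With an estimated correlation the lists called fell to 6, 0, 1, 11 and 11 for the Treg genotype, Tconv genotype, interaction, WT and Il2ramut/mut cell type comparisons. In Tconv cells 4 lists passed with quantile normalization and 2 to 6 with 1 array left out.

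Between genotypes, the replicate numbers did not pair the samples. Deviations of WT and Il2ramut/mut Treg arrays with the same number correlated at 0.0596, 0.000492 and 0.00367. Those of Tconv arrays correlated at -0.134 (with 2 arrays per group both pairs give the same value). Treg against Tconv arrays of the same number gave 0.0761 and 0.0797 in WT, and -0.0219 and -0.0543 in Il2ramut/mut mice. These values do not settle whether such arrays came from the same mouse. With the replicate block the Treg count was 127 (109 shared) and the Tconv count 0, and at the study's criterion 185 and 24. With the Tconv numbers crossed, the replicate block called 0.

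Signal over background sets a further limit: 40.3% to 51.3% of probe sets exceeded it on an array, so that for genes such as H1f5 and Ccr3 a fold is a bound or absent.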

Other observations

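The tests on gene copies and on both loci were chosen after the results were seen, and those on shared probe sequence and on other splits of the arrays before.

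Genes better known from other lineages also separated Treg from Tconv cells in WT mice. Nkg7, a cytotoxic granule gene, was higher in Treg cells by 3.61 ± 0.39 (adjusted p = 0.000267), Cst3, the cystatin C gene, by 1.23 ± 0.11 (adjusted p = 9.27e-05), and the B cell receptor genes Cd79b and Ighm by 1.43 and 1.07. Prf1, the perforin gene, was lower by a log2 difference of -1.95 ± 0.21 (adjusted p = 0.000308). Of 12 NK and innate lymphoid markers 2 were higher and 2 lower (3 and 2 adjusted over the list alone), of 15 B cell markers 4 were higher and 0 lower (4 and 1 adjusted over the list alone), and neither list shifted as a whole (adjusted p = 0.886 and 0.301).

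The 63 model-name probe sets of chromosome 14 moved as a block in Treg cells. Their deviations from group means correlated at 0.635 on average, against 0.0863 for the 95th percentile of 1000 random sets. They therefore count as few independent signals. Probe sequence shared between near-identical gene copies would give this, but so would distinct genes expressed together. No sequences were compared, so the test cannot tell these apart. Fewer copies in the Il2ramut/mut line would lower both cell types if the same copies gave both signals. The 57 members above background in WT Tconv cells had a median difference of -0.139 there and -0.957 in Treg cells. Their Tconv signal was low, however: the block's mean was 6.684 in WT Tconv cells, against background levels of 5.182 and 5.075. It may also come from other copies, so these values do not decide the question. All 63 were higher in WT Treg than in WT Tconv cells, with a median difference of 5.90. A change of their expression in Treg cells stays open as well.

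Of the 10 ways to split the 6 Treg arrays into 3 and 3, 1 gave as many calls, the real one, with 246, and the highest other gave 0. At the study's criterion 1 of 10 also did, with 386 and a highest other of 53. These splits are too few to give a share under 0.05.

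A genome segment carried along with the mutation could place calls near Il2ra, but 1 of 214 probe sets among its neighbours was called in Treg cells (0.467%, against 0.464% elsewhere; two-sided Fisher's exact p = 1, odds ratio 1.01, interval 0.0252 to 5.76). The line arose in a colony that lacked Ccr2, but was bred on from offspring of a cross to WT mice that carried both WT copies of that gene, which should remove such a segment. Near that gene 2 of 107 probe sets were called, those of Ccr3 and Lztfl1 (1.87%, against 0.456%; two-sided Fisher's exact p = 0.0875, odds ratio 4.16, interval 0.492 to 15.7). Il2ra and Ccr2 themselves, of which Ccr2 was called, were left out of these counts. Both intervals leave a carried segment open.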
